A study of Zea mays with 16 samples.

How the data were processed

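The material was whole anthers of maize plants mutant for *ocl4*, a gene that encodes a homeodomain leucine zipper class IV transcription factor. Anthers of 0.4 to 0.7 mm were dissected from 8 plants, and each plant gave 1 RNA-seq and 1 small RNA-seq library, 16 libraries in all. Per the labels' protocols, total RNA was extracted, the libraries were built with the TruSeq RNA and TruSeq Small RNA kits, and they were sequenced on an Illumina HiSeq instrument. No wild-type plant entered the comparisons.

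The deposited values are counts of reads per distinct sequence tag, 1 file per library, and the authors' files hold a sequence and its count with no gene name. Neither the file headers nor the labels' protocols state the trimming tool, the filters or any mapping. The small RNA tags were 18 to 34 nt long, which shows that the deposited reads had been trimmed of adapter. Tags of 50 nt held 99.86% to 99.90% of the RNA-seq reads of a library. They ran in the sense direction, judged from the reads with 20 consecutive A, of which a library held up to 12252, against up to 1319 with 20 consecutive T.

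Plants were grouped by the phenotype in the labels: 4 sterile plants with a fertility score of 0, 3 partial fertile plants with scores of 1, 1 and 2, and 1 fertile plant with a score of 4. The name under which the RNA-seq library of the fertile plant was deposited carries the mark of the partial fertile plants, and the phenotype and score in the labels were used. Since 1 plant has no replicate, the planned comparison set the 4 sterile plants against the 4 plants with any fertility, called non-sterile here. The labels also give each plant a ZOO number (16, 19 or 21), whose meaning they do not state. ZOO 16 and ZOO 19 each hold 2 sterile plants and 1 partial fertile plant. ZOO 21 holds a partial fertile and a fertile plant and no sterile one. A plant is named by its ZOO number and plant number, so that 16-2 is plant 2 of ZOO 16. The tests, the rule for which items are named and most alternatives were set before the data were examined.

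Small RNA shares were computed among reads of 18 to 30 nt. The differences in shares were tested with exact two-sided permutation tests over the 70 arrangements of 4 against 4 plants, which cannot give a p below 0.0286. For single libraries, Wilson 95% confidence intervals cover counting error only, because reads without molecular identifiers are not independent molecules. Tags that shared 16 consecutive nt with the most abundant fragments of the pooled libraries, 47548 tags in all, were left out in an added alternative.

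Small RNA tags with at least 10 counts in at least 4 libraries and 50-nt mRNA tags with at least 20 counts in at least 4 libraries were tested with edgeR 4.0.16 (R 4.3.3), using TMM factors and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The library sizes were all small RNA reads of 18 to 30 nt, and all RNA-seq reads without those that start with adapter sequence. DESeq2 1.42.0 with its own size factors was an alternative, and its missing adjusted p-values (478 small RNA tags and families, 441 mRNA tags) were kept as missing. Counts of tags of 20 to 22 nt were summed into 26 families (25 of miRNAs and tasiR-ARF) from a list of 29 mature sequences written before the data were examined, allowing up to 2 mismatches and an offset of 1 nt. That list was written from general knowledge and was not compared with a database. The 18 families that reached the count minimum were fitted together with all tested tags and adjusted over the list alone and over all rows.

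Counts per gene need transcript sequences, and none were used here. The test of genes was therefore made on mRNA tags, as set out beforehand for that case. The *ocl4* transcript, a preset list of anther and small RNA pathway genes, and genomic clusters of phased small RNAs were not analysed here. The text names, where nothing passed the threshold, the 2 small RNA tags and the 3 mRNA tags with the smallest p in each direction, together with miR2118, miR2275, miR390 and tasiR-ARF and the families that passed.

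Contigs were built from the RNA-seq tags after the data had been seen. Stranded 31-mers with a count of at least 6 were joined where each was the dominant neighbour of the other by a factor of at least 3, and sequences of at least 100 nt were kept. The 87202 contigs had a median length of 144 nt, and 67.6% to 71.0% of the reads of a library were placed on them. Small RNA tags of 21, 22 and 24 nt with at least 2 reads in all were matched without mismatches to both strands of the contigs, with antisense positions shifted by 2 nt. On contigs with at least 8 occupied positions, the share of positions in the best register was scored for periods of 18 to 27 nt against evenly spread positions.

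The tests were run on simulated data, with counts drawn from the real means, dispersions and library sizes and 200 features changed. The changed features were drawn from those at or above the median count, so that recovery of rarer ones is not covered. Of features changed 4-fold between the arms, the edgeR test recovered 0 of 200 among 62811 small RNA tags, 35 among 138797 mRNA tags and 113 among 83926 contigs. Of features changed 8-fold it recovered 71, 158 and 178. For differences among the 3 ZOO numbers, simulated on the 83926 contigs, it recovered 0 at 4-fold and 135 at 8-fold. False calls numbered at most 10 in any of these simulations. In simulated contigs, all 50 with planted registers were found at 21 nt and at 24 nt, with 0 false calls among 774 and 1125 contigs. Registers were planted only in long contigs with many positions, and a large part of the positions was set in register. The simulation therefore does not show how many weaker registers, or registers on short contigs, would be found.

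Alternatives left out each plant in turn, used the ZOO number as a block or the fertility score as a covariate, and changed the scaling, the count minimum, the denominator of the shares, or the matching of families. Random steps used fixed seeds. Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining computations and plots.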

Results

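Anthers of 0.4 to 0.7 mm from 8 *ocl4* mutant maize plants were profiled by RNA-seq and small RNA-seq. The plants differed in male fertility. There were 4 sterile plants, 3 partial fertile plants and 1 fertile plant, and the last 4 are called non-sterile. The RNA-seq libraries held 30972053 to 36470317 reads and the small RNA libraries 15933918 to 22001073. Total small RNA reads averaged 19338093 ± 2203726 (SD, n = 4) in sterile and 18815144 ± 2048219 (SD, n = 4) in non-sterile plants, a difference smaller than the spread between plants (exact permutation test, two-sided, p = 0.8). Total RNA-seq reads averaged 33593815 ± 2108661 (SD, n = 4) and 32260014 ± 1198486 (SD, n = 4), which did not differ either (exact permutation test, two-sided, p = 0.4).

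The series concerns 21-nt phased small interfering RNAs (phasiRNAs) and male fertility in maize anthers. PhasiRNAs are made at regular intervals from long precursor transcripts, and those of grass anthers are mostly 21 or 24 nt long. The first comparison was therefore of the share of reads in the 21-nt, 22-nt and 24-nt size classes. Reads of 21 nt made up 7.50% ± 0.957 (SD, n = 4) of the 18 to 30 nt reads in sterile plants and 7.37% ± 1.21 (SD, n = 4) in non-sterile plants. The difference of -0.128 percentage points was smaller than the spread between plants (exact permutation test, two-sided, p = 0.83). The 3 partial fertile plants averaged 7.84% ± 0.943 (SD, n = 3), and the single fertile plant had 5.98% (Wilson 95% interval 5.97% to 5.99%, counting error only). The difference moved most, to -1.09 percentage points, when only reads of 20 to 24 nt formed the denominator. Its direction was not stable. With the tags of the most abundant fragments left out it was 0.774 percentage points (exact permutation test, two-sided, p = 0.143), and without the fertile plant it was 0.337 percentage points. Within ZOO numbers, the labels' grouping of the plants, it was 0.482 percentage points (exact permutation within ZOO 16 and ZOO 19, two-sided, p = 0.556), where 9 arrangements allow no p below 0.111. Part of the 0.774 percentage points came from 1 tag of miR166, TCGGACCAGGCTTCATTCCCC, which stayed in when fragment tags were left out.

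Reads of 22 nt accounted for 13.9% ± 2.29 (SD, n = 4) in sterile and 15.6% ± 2.03 (SD, n = 4) in non-sterile plants, a difference of 1.73 percentage points that lay within the spread (exact permutation test, two-sided, p = 0.286). Within ZOO numbers the difference was 0.396 percentage points (exact permutation, two-sided, p = 0.889). When distinct tags were counted in place of reads, it became -0.287 percentage points. One 22-nt tag, GAATTCCACCACGTTCCCGTGG, was named after its values were seen because it ranged from 10067 to 82303 CPM (counts per 1e6 reads) across the 8 libraries. Without it the 22-nt share was 11.2% ± 0.751 (SD, n = 4) in sterile and 11.1% ± 0.301 (SD, n = 4) in non-sterile plants (exact permutation test, two-sided, p = 0.857).

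Reads of 24 nt accounted for 13.9% ± 1.05 (SD, n = 4) in sterile and 16.7% ± 3.08 (SD, n = 4) in non-sterile plants. The difference of 2.81 percentage points did not pass the exact permutation test (two-sided, p = 0.143), for which 0.0286 is the smallest p that 4 against 4 plants allow. The non-sterile mean was raised by plant 16-2, with 21.02% (Wilson 95% interval 21.00% to 21.04%), and the fertile plant had 14.23% (Wilson 95% interval 14.21% to 14.25%). Without plant 16-2 the difference was 1.36 percentage points. Within ZOO numbers the difference was 4.04 percentage points (exact permutation within ZOO 16 and ZOO 19, two-sided, p = 0.222).

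**Figure D1:**
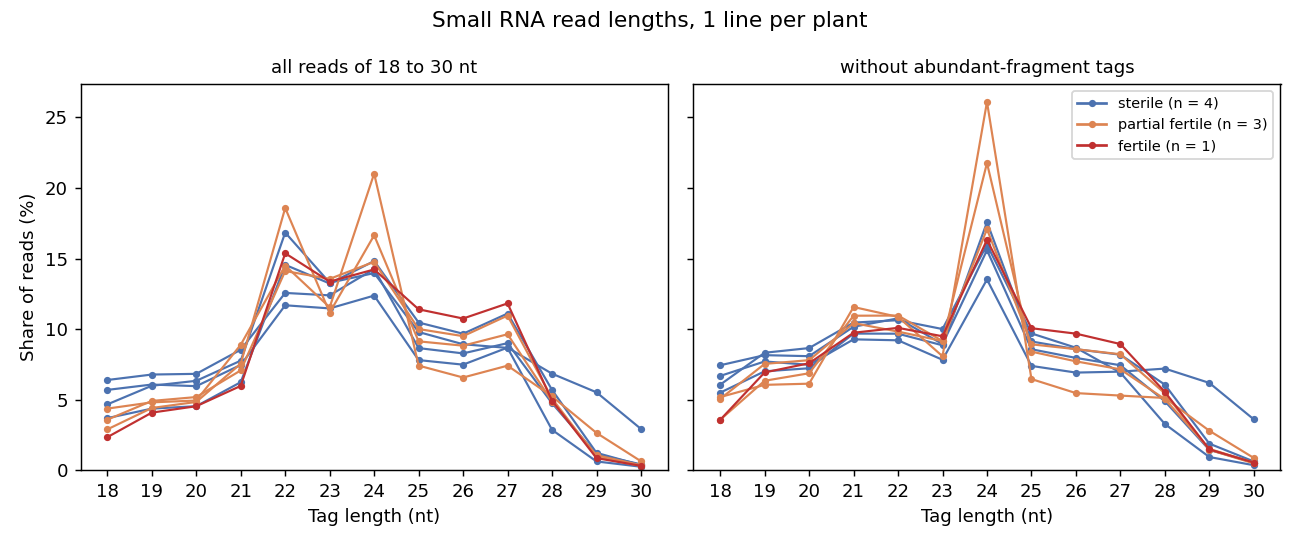
Share of reads (%, y axis) by tag length (nt, x axis) in the small RNA library of each plant, for all reads of 18 to 30 nt (left) and without tags of the most abundant fragments (right), with 1 line per plant coloured by phenotype. The 24-nt share of plant 16-2 stands at 21.0% of all reads, and the other 7 plants lie between 12.4% and 16.7%.

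Most of the 20 most abundant tags belonged to 2 overlapping series. One ended in CGCGTCGCACGGATTCGT and the other began with CGACACGACTCTCGGCAACG or 1 nt later. The 20 most abundant tags made up 20.8% to 40.7% of the reads of a library, on average 27.8% ± 7.83 (SD, n = 4) in sterile and 33.7% ± 6.40 (SD, n = 4) in non-sterile plants (exact permutation test, two-sided, p = 0.286).

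The second comparison was of miRNA families, beginning with the triggers of phasiRNA production known from grass anthers. Abundances beside a log2 fold change are TMM-scaled CPM, in which the library size is multiplied by the TMM factor, and differ from plain CPM. The abundance of miR2118, the trigger of 21-nt phasiRNAs, was 53.1 ± 28.4 TMM-scaled CPM (SD, n = 4) in sterile and 61.9 ± 32.1 TMM-scaled CPM (SD, n = 4) in non-sterile plants. In plain CPM it was 54.6 ± 21.4 (SD, n = 4) and 58.4 ± 31.4 (SD, n = 4). Its log2 fold change, non-sterile over sterile, was 0.22 with a standard error of 0.48, and the edgeR quasi-likelihood test adjusted over the list alone gave an adjusted p of 0.990. The trigger of 24-nt phasiRNAs, miR2275, was at 1.30 ± 0.693 TMM-scaled CPM (SD, n = 4) in sterile and 1.26 ± 0.940 TMM-scaled CPM (SD, n = 4) in non-sterile plants, with a log2 fold change of -0.03 and a standard error of 0.75 (edgeR, adjusted p over the list alone 0.990). With DESeq2 scaling, which moved the families by a small common offset, the log2 fold change of miR2275 was 0.0025, again close to 0. It was 0.41 without sterile plant 19-28. With the ZOO number as a block it was 0.70 for miR2275, 0.38 for miR2118 and 0.091 for miR390. For miR390 the log2 fold change was 0.61 with a standard error of 0.64 (edgeR, adjusted p over the list alone 0.788). Without partial fertile plant 21-35 the log2 fold change was -0.069 for miR2118 and -0.024 for miR390. The difference in these 3 families was within the spread between plants. tasiR-ARF had 19 reads in all 8 libraries together and was too rare to be tested.

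Of the 18 families tested, 2 passed at 0.05 when adjusted over the list alone, and 0 passed when adjusted over all rows fitted, where both had an adjusted p of 0.796 (edgeR; 2 of the 18 families had an unadjusted p under 0.05, and DESeq2 also called 2 over the list alone and 0 over all rows). The number over the list alone fell to 0 with the ZOO number as a block. The abundance of miR166 was 3898 ± 922 TMM-scaled CPM (SD, n = 4) in sterile and 9826 ± 3422 TMM-scaled CPM (SD, n = 4) in non-sterile plants. In plain CPM it was 4129 ± 402 (SD, n = 4) and 9251 ± 3574 (SD, n = 4). Its log2 fold change was 1.33 with a standard error of 0.30 (edgeR, adjusted p over the list alone 0.0280). The highest sterile plant had 5240 TMM-scaled CPM and the lowest non-sterile plant, the fertile one, 6423, so that the arms did not overlap. In plain CPM they did not overlap either, at 4498 and 5477. Within ZOO 16 the non-sterile plant had 3.03 times the plain CPM of the higher sterile plant, and within ZOO 19 1.55 times. With the ZOO number as a block the log2 fold change was 1.38 and the adjusted p over the list alone 0.115, where all alternatives gave 0.00312 to 0.685.

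The other family that passed, miR162, was rare, at 0.341 ± 0.124 TMM-scaled CPM (SD, n = 4) in sterile and 1.07 ± 0.421 TMM-scaled CPM (SD, n = 4) in non-sterile plants. It had 99 reads over all libraries, and its arms did not overlap either. The log2 fold change was 1.64 with a standard error of 0.45 (edgeR, adjusted p over the list alone 0.0424). With the ZOO number as a block it was 1.70 and did not pass. The number of families that passed over the list alone lay between 0 and 2 when single plants were left out. It was 0 without sterile plant 16-1, 16-6 or 19-23 and without partial fertile plant 21-35 or 16-2, and 1 without partial fertile plant 19-24 or the fertile plant. As miR162 had 4 to 8 reads in sterile and 11 to 27 in non-sterile plants, only the 4 non-sterile libraries reached the count minimum. Without any one of them miR162 was not tested, and miR166 was the 1 family that passed without 19-24 or the fertile plant. Of the families tested, 12 had a positive and 6 a negative log2 fold change, and the smallest unadjusted p beside those of the 2 that passed was 0.0806.

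**Figure D2:**
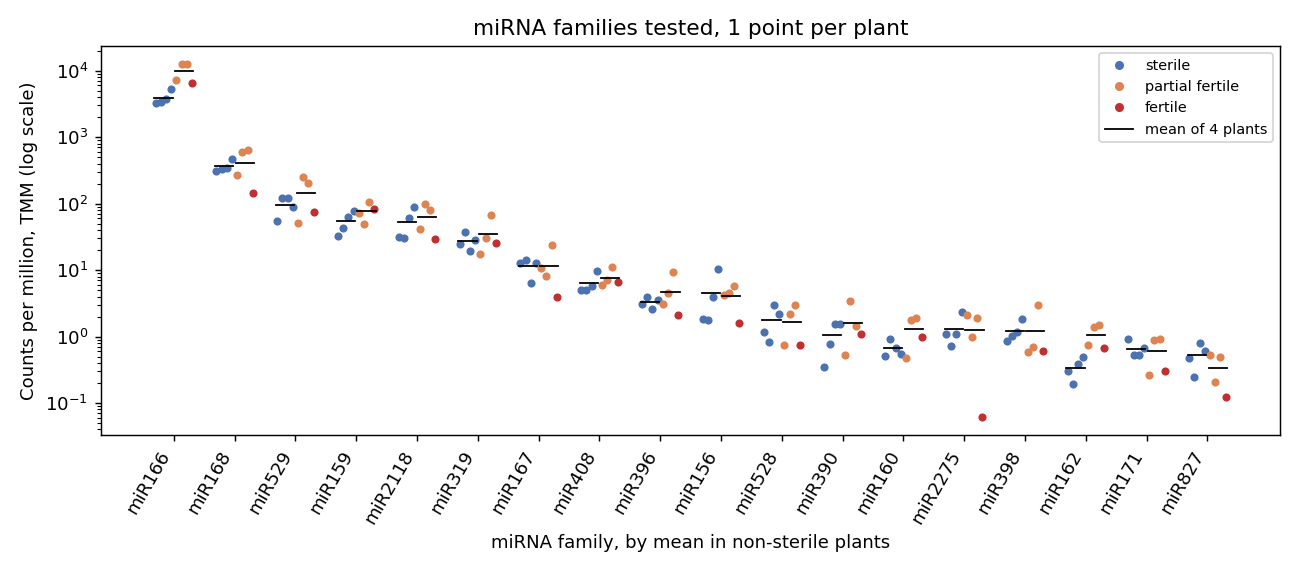
Abundance of the 18 miRNA families tested (TMM-scaled CPM, log axis) with 1 point per plant coloured by phenotype and a line at the mean of the 4 sterile plants (left in each family) and the 4 non-sterile plants (right). For miR166 the sterile plants reach at most 5240 and the non-sterile plants start at 6423.

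The third comparison was of single small RNA tags. Of 62811 tags tested, 0 passed the edgeR quasi-likelihood test after Benjamini-Hochberg adjustment at 0.05, 2871 had an unadjusted p under 0.05, and DESeq2 called 5. With the ZOO number as a block, 0 passed in edgeR and 2730 had an unadjusted p under 0.05. The 5 tags that DESeq2 called, named after their values were seen, were AATCCTGTAGAAGTACGAATGCCT, GAACGTCGCGACCCATCTGTGA, GAAGACACCGAGAAGAAGGCTG, TAATCTTATTTGATGGATCGTCCT and TCCACCCACCAAGATCAAAGGCAG. All 5 were higher in non-sterile plants, with DESeq2 log2 fold changes of 3.66, 3.14, 4.59, 4.77 and 4.26, and in edgeR each had an adjusted p of 0.796. The spread between plants was large, with a common biological coefficient of variation of 0.568. In 2.63% of the tags the TMM-scaled CPM of the arms did not overlap, and chance alone gives 2.86%.

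The tag with the smallest edgeR p in favour of non-sterile plants was TAATCTTATTTGATGGATCGTCCT, at 1.64 ± 0.955 TMM-scaled CPM (SD, n = 4) against 0.0591 ± 0.0615 TMM-scaled CPM (SD, n = 4). Next came GAACGTCGCGACCCATCTGTGA, at 1.19 ± 0.399 TMM-scaled CPM (SD, n = 4) against 0.134 ± 0.0781 TMM-scaled CPM (SD, n = 4). In the other direction these were ATCAGATACCGTCCTAGT, at 0.541 ± 0.244 TMM-scaled CPM (SD, n = 4) in non-sterile against 2.08 ± 0.511 TMM-scaled CPM (SD, n = 4) in sterile plants, and CGGGTTCAGAAACCTGAGATGCGCA, at 0.280 ± 0.0187 TMM-scaled CPM (SD, n = 4) against 0.877 ± 0.269 TMM-scaled CPM (SD, n = 4). None of these 4 passed in edgeR, where all had an adjusted p of 0.796.

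The fourth comparison was of transcripts. Of 138797 mRNA tags of 50 nt, 0 passed the edgeR quasi-likelihood test after Benjamini-Hochberg adjustment at 0.05, 2217 had an unadjusted p under 0.05 and DESeq2 called 0. Of those 2217 tags, 1120 were higher and 1097 lower in non-sterile plants. They were 1.60% of the tags tested. The tested tags held 18.8% to 20.5% of the reads of a library. Leaving out partial fertile plant 19-24 moved the count most, from 0 to 258 tags. Contigs built from the tags held 67.3% to 70.3% of the reads, and 0 of 83926 passed in edgeR, with 1118 at an unadjusted p under 0.05. With the ZOO number as a block, 0 mRNA tags passed in edgeR and 3759 had an unadjusted p under 0.05, of which 1446 were higher and 2313 lower in non-sterile plants. The balance of directions thus changed with the model. It was 1962 higher and 4643 lower with the fertility score, and 3497 higher and 5683 lower without plant 19-24. With the same block 92 contigs passed in edgeR, all lower in non-sterile plants. Of 3864 contigs at an unadjusted p under 0.05 in that fit, 2088 were higher and 1776 lower.

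The mRNA tags with the smallest p were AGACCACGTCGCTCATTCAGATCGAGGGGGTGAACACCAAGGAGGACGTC, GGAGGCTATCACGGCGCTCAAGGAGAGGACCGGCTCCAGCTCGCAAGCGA and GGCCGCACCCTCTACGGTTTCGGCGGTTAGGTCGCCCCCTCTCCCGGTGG among those higher in non-sterile plants. Their log2 fold changes were 1.67, 1.04 and 1.27, with standard errors of 0.25, 0.17 and 0.23. Among those lower in non-sterile plants they were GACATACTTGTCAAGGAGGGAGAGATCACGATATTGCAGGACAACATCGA, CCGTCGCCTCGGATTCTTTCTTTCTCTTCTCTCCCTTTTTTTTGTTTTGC and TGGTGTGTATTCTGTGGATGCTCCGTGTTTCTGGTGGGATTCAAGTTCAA, with log2 fold changes of -1.39, -4.70 and -2.15 and standard errors of 0.25, 0.96 and 0.46. None of these 6 tags passed, and each had an adjusted p of 1.00 in edgeR. The tag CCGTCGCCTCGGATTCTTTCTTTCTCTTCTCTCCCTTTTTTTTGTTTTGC had 0 reads in 3 of the 4 non-sterile plants, so that the size of its fold change rests on few reads. The highest value of any of the 6 tags in a library was 3.29 TMM-scaled CPM.

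The similarity of whole libraries was compared by the correlation of log2 CPM between plants, across tags, which are not independent replicates. The mean Pearson correlation over mRNA tags was 0.699 between plants of the same arm and 0.709 between plants of different arms, and 16 of the 35 splits of the 8 plants into 4 and 4 gave a difference as large (exact permutation, one-sided, p = 0.457). Over small RNA tags the means were 0.856 and 0.849 (exact permutation, one-sided, p = 0.2). By ZOO number, the mean correlation over mRNA tags was 0.788 within and 0.677 between numbers, a difference that 3 of 280 groupings of the plants into 3, 3 and 2 reached (exact permutation, one-sided, p = 0.0107). Over small RNA tags it was 0.906 within and 0.834 between numbers, which 1 of 280 groupings reached (exact permutation, one-sided, p = 0.00357, the smallest p that these groupings can give).

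**Figure D3:**
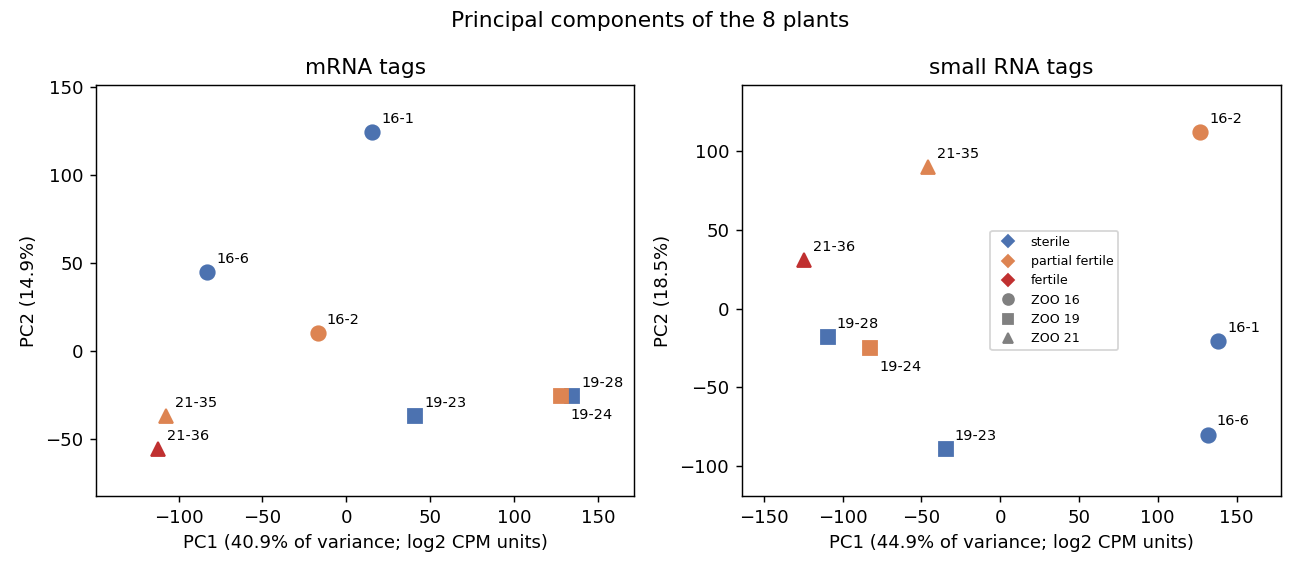
First and second principal components (log2 CPM units) of the mRNA tags (left) and small RNA tags (right) of the 8 plants, with colour for phenotype and symbol for ZOO number. The first component holds 40.9% of the variance in mRNA tags and 44.9% in small RNA tags, and sterile and non-sterile plants are intermixed along it.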

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

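The test of the length ceiling was chosen only after the result was seen. In 70 sets of 4 plants, each a quantity in the sterile or in the non-sterile plants, 5 showed a plant far from the others of its arm, where chance alone gives about 3.5.

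Plant 16-2 stood apart from the other non-sterile plants in 2 rare miRNA families. For miR398 it had 2.93 CPM (54 reads), and the other 3 had 0.522 to 0.644 CPM. For miR408 it had 11.2 CPM (207 reads), and the other 3 had 5.63 to 6.57 CPM. If a smaller share of abundant fragments had lifted these families, plant 16-2 would have joined the others once fragment tags were left out. It did not, since its gap to the next plant was still 0.967 of the range for miR398 and 0.837 for miR408, both still above the critical value of Dixon's test at 95%. Differences in anther stage or tissue composition within 0.4 to 0.7 mm remain open and untested. So does chance, given the number of sets examined.

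Among the tags named in the report, 2 contained such a plant. In TMM-scaled values, ATCAGATACCGTCCTAGT was at 2.85 CPM in sterile plant 16-1 and at 1.79 to 1.88 CPM in the other 3 sterile plants. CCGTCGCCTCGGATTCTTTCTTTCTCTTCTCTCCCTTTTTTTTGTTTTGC was at 1.74 CPM in sterile plant 19-28 and at 0.609 to 0.679 CPM in the other 3 sterile plants. The same tag was at 0.126 CPM in plant 16-2 and at 0 in the other 3 non-sterile plants, where so low a level rests on few reads. No technical explanation was tested for these tags, and neither passed between the arms.

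Signals also appeared outside the measurements compared in the report. Reads of exactly 34 nt made up 1.67% to 3.35% of a small RNA library. They outnumbered reads of 33 nt at least 14.97 times in each of the 8 libraries, and no tag was longer than 34 nt. This is consistent with a length ceiling of the trimmed reads, at which longer molecules pile up, and no biological explanation was tested.

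RNA-seq reads that begin with adapter sequence made up 1.61% to 2.21% of a library. Among adapter reads in which an index could be read, at least 95.3% in each library carried the same index, and the 8 libraries carried 8 different indexes. That is what adapter of the library itself would give, and these reads were left out of the library sizes.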

How the results depend on the processing

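The contig, fragment and 10-count alternatives were chosen after seeing the data. No paired analysis was possible because the sterile and non-sterile libraries come from different plants and the labels give no replicate number that joins them. The ZOO number, which joins 2 sterile plants to 1 partial fertile plant in ZOO 16 and in ZOO 19 and no sterile plant to any in ZOO 21, served as a block instead.

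The difference in the 24-nt share kept its direction and stayed short of the threshold under all 14 alternatives, at 1.36 to 3.62 percentage points when single plants were left out. It was larger with the 20 most abundant tags left out (4.33, exact permutation p = 0.0857) and with the tags of the most abundant fragments left out (4.65, exact permutation p = 0.114). The 22-nt difference kept its direction under 13 of 14 alternatives, at 0.752 to 2.71 percentage points with single plants left out, and reversed to -0.287 when distinct tags were counted. The 21-nt difference kept its direction under 9 of 14. It ran from -0.635 to 0.337 percentage points with single plants left out, where it reversed without sterile plant 16-6 (0.218) and without the fertile plant (0.337). It was 0.482 with the ZOO number as a block, 0.0123 with the 20 most abundant tags left out and 0.774 with the tags of the most abundant fragments left out. Part of the 0.774 came from 1 tag of miR166, TCGGACCAGGCTTCATTCCCC, at 2995 to 3982 CPM in sterile and 4830 to 10693 CPM in non-sterile plants. This 21-nt tag stayed in when fragment tags were left out and was dropped with the 20 most abundant tags. None of the 21-nt, 22-nt and 24-nt values passed the exact permutation test under any of these alternatives. The cause of the reversals was otherwise not tested.

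The count of small RNA tags that passed was 0 under 13 of 14 alternatives, with single plants left out 0 to 0, and 5 with DESeq2. The count of mRNA tags was 0 under 13 of 15 alternatives. With single plants left out it was 0 to 258, where 258 came without partial fertile plant 19-24, and contigs with the ZOO number as a block gave 92. The cause was not tested. The named tags kept their direction under all 102 alternatives in which they were tested, and 2 small RNA tags, TAATCTTATTTGATGGATCGTCCT and GAACGTCGCGACCCATCTGTGA, passed with DESeq2 (adjusted p 0.00708 and 0.0236, with up to 0.991 over their other alternatives). Because these tags were picked by the smallest p in the same data, a change of direction was unlikely from the start, and the stable direction is no support for them.

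The count of miRNA families that passed over the list alone, 2, was the same under 4 of 15 alternatives. It was 0 to 2 with single plants left out. It was 0 with the ZOO number as a block, 0 with the fertility score as a covariate, 0 with no filter beyond 10 counts in all libraries together and 1 with 50 counts in 4 libraries, where fewer families were tested and miR162 was not among them. miR166 stayed higher in non-sterile plants under all 15 alternatives and past the threshold over the list alone under 7, with log2 fold changes of 1.17 to 1.53 when single plants were left out and adjusted p over the list alone of 0.00312 to 0.685 over the 15. miR162 stayed higher under all 10 alternatives in which it was tested and past the threshold under 4. It fell below the count minimum, and was not tested, when any non-sterile plant was left out.

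None of the triggers kept its direction throughout. It was kept under 8 of 13 alternatives for miR2275, 12 of 14 for miR2118 and 13 of 14 for miR390. The log2 fold change of miR2275 ran from -0.39 to 0.41 with single plants left out, with positive values without sterile plant 19-28 (0.41), partial fertile plant 21-35 (0.09) and the fertile plant (0.37). It was 0.70 with the ZOO number as a block and 0.0025 with DESeq2, where the change of sign is within a small offset that DESeq2 scaling gave to the families in common. That of miR2118 ran from -0.069 to 0.63 and was -0.11 per score unit with the fertility score as a covariate. That of miR390 ran from -0.024 to 0.99. miR2118 and miR390 were negative without partial fertile plant 21-35 (-0.069 and -0.024). The cause was not tested.

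Alternatives that need genes or a genome were not run: sharing tags among genes, counting each distinct tag once per gene, and those for phased clusters, the *ocl4* transcript and the preset genes. The alternative with no filter beyond 1 count was not run on mRNA tags. Depth, spread and the number of plants together limit what the tests could find, and their parts were not separated. In simulations at the depth and spread of these libraries, 0 of 200 small RNA tags and 35 of 200 mRNA tags changed 4-fold were recovered, against 71 and 158 at 8-fold. The changed tags were drawn from those at or above the median count.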

Other observations

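The tests on other splits and groupings, the likeness of depths, contigs, tag pairs and registers and the ratio of miR166 to the other families were chosen only after the result was seen.

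Chance cannot be excluded for the comparison of sterile and non-sterile plants. At an unadjusted p under 0.05, 11 of the 35 splits of the 8 plants into 4 and 4 gave at least as many small RNA tags as the real one, and 24 gave at least as many mRNA tags. After adjustment 0 tags of either kind passed in edgeR, a count that 35 of 35 splits reach whatever the data. Calls appeared in 5 of these splits for small RNA tags, with up to 4401 tags, and in 10 for mRNA tags, with up to 1863 tags. The split with 4401 placed all 3 plants of ZOO 16 on one side, together with 19-23, and with the ZOO number as a block the real split gave 0 small RNA tags (2730 at an unadjusted p under 0.05 in edgeR, and 5 with DESeq2 unblocked). For the miRNA families, 2 of the 35 splits gave at least 2 families over the list alone, the real one and another with 5.

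For miR166, a smaller share of fragment reads and the ZOO number were examined as causes of the difference. Fragment reads were not fewer in non-sterile plants, at 41.0% ± 6.997 (SD, n = 4) against 35.5% ± 8.67 (SD, n = 4) in sterile plants (exact permutation test, two-sided, p = 0.343), so that they would lower miR166 there. A change in their share would also move all families alike, whereas miR166 had 6.20 ± 0.555 (SD, n = 4) reads per read of the other families in sterile plants and 13.8 ± 2.85 (SD, n = 4) in non-sterile plants, without overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 can give). The sum of the other families did not differ, at 672 ± 101 CPM (SD, n = 4) and 733 ± 409 CPM (SD, n = 4) (exact permutation test, two-sided, p = 0.743). Nor did the difference vanish within ZOO numbers, where the log2 fold change was 1.38 with the ZOO number as a block (unadjusted p 0.00637 in edgeR, adjusted p over the list alone 0.115, against 0.00312 to 0.685 over all alternatives). Chance remains open, as the 2 of 35 splits show, and so does a difference in anther stage or tissue composition linked to fertility, which was not tested.

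The ZOO number separated more contigs than fertility did. Among 83926 contigs, 15230 (18.1%) differed among the 3 ZOO numbers (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05), and 12192 did with the arm as a covariate. Between the arms 0 differed in edgeR (1118 at an unadjusted p under 0.05), and with the ZOO number as a block 92 did, all lower in non-sterile plants, though of 3864 at an unadjusted p under 0.05 in that fit 2088 were higher. Of 100 groupings of the plants into 3, 3 and 2, the real one and others drawn from 280, 1 gave a count as large, the real one, and the next gave 8210. Among the groupings run, chance therefore gave no count as large, and the remaining groupings were not run. After thinning to the depth of the shallowest library, the mean correlation over contigs was 0.943 within and 0.888 between ZOO numbers, a difference that 2 of 280 groupings reached. Before thinning it was 0.944 and 0.889. Thinning thus left the values almost as they were, since the depths differed only 1.17-fold, and decides nothing about library depth. Depths were not more alike within ZOO numbers, as 220 of 280 groupings had depths at least as alike, but this too leaves library depth open. Over contigs, the correlations were 0.936 to 0.938 within ZOO 16, 0.934 to 0.947 within ZOO 19 and 0.976 within ZOO 21. In 3 pairs from different numbers the plants were as close, 16-6 with 21-35 at 0.956, 16-6 with 21-36 at 0.9503 and 19-23 with 16-2 at 0.939.

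A candidate explanation is sequence differences between plants, since the ZOO number may mark related plants. It was examined with 214 pairs of mRNA tags that differ in the middle base alone. The share of one form of the pair moved by at least 50 percentage points between libraries in 67 pairs. These shares resembled each other within a ZOO number (mean correlation 0.191, against -0.251 between numbers), a difference that 3 of 280 groupings reached, whereas 17 of 35 splits gave one as large as the arms did. The correlations were 0.143 to 0.431 in the 3 pairs of ZOO 19 and 0.576 in the pair of ZOO 21. In ZOO 16 they were 0.211 between 16-1 and 16-6, -0.127 between 16-1 and 16-2 and -0.307 between 16-6 and 16-2, the last below the mean between numbers. Sequence differences therefore remain open as an explanation. Differences in growth, harvest or library preparation between ZOO numbers remain open and untested. As ZOO 21 has no sterile plant and the fertile plant is in ZOO 21, the full range of fertility cannot be compared within a ZOO number.

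Phased small RNAs were sought on the contigs, because a genome was not used here. Of 774 contigs with enough 21-nt tags, 3 had them in a 21-nt register at p below 1e-05, and of 1125 contigs with enough 24-nt tags, 9 had them in a 24-nt register, the smallest p being 1.66e-14. At a stricter p below 1e-08, 3 contigs remained at 24 nt and 0 at 21 nt, where the smallest p was 2.23e-07. If chance spacing of tags were the cause, other periods would have given such contigs too. In the other 28 combinations of tag length (21, 22 or 24 nt) and period (18 to 27 nt), 0 contigs passed and the smallest p was 0.000176. If breakdown of abundant transcripts were the cause, the tags would lie mostly on the sense strand. Of the in-register positions, 42.7% were antisense at 24 nt and 42.9% at 21 nt, against 17.99% and 10.7% of the positions on the other contigs scored. Off the register on the same contigs, 47.4% and 33.3% were antisense, so that the antisense share belongs to these contigs and not to the register in particular. The mean antisense share of the positions per contig was 43.5% on the 9 contigs and 15.9% on the others at 24 nt (permutation test, one-sided, 100000 draws, p = 0.0021), and 38.1% on the 3 contigs and 8.42% on the others at 21 nt (permutation test, one-sided, p = 0.0208). Of the in-register reads, 88.6% were antisense at 24 nt and 66.4% at 21 nt. The share at 24 nt rests mostly on a single contig, which held 15484 of the 20764 in-register reads. A share of antisense positions at least as high as the lowest in register was also found on 27.5% of the other contigs at 24 nt and 9.99% at 21 nt, so that the strand alone does not mark a register. The registers are compatible with phasiRNAs of both lengths in these mutant anthers, with less evidence at 21 nt. This is a hypothesis from contigs of 140 to 1286 nt alone.

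The abundance of the 21-nt in-register tags, 3.78 ± 0.577 CPM (SD, n = 4) in sterile and 8.05 ± 6.53 CPM (SD, n = 4) in non-sterile plants, did not differ beyond the spread (exact permutation test, two-sided, p = 0.229). All 3 partial fertile plants, at 17.0 CPM in 16-2, 7.42 CPM in 19-24 and 6.51 CPM in 21-35, stood above all 4 sterile plants, at 3.31 to 4.53 CPM. The fertile plant was the exception among the non-sterile plants and the lowest of all, at 1.31 CPM. In both ZOO numbers with plants of both arms, the partial fertile plant stood above both sterile plants, at 17.0 against 3.95 and 3.31 CPM in ZOO 16 and at 7.42 against 4.53 and 3.34 CPM in ZOO 19. The difference within ZOO numbers was 8.42 CPM (exact permutation, two-sided, p = 0.111, the smallest that 9 arrangements allow). The order of plants held on a contig with 407 in-register reads (at least 3.99 against at most 3.02 CPM). On a contig with 417 such reads, plants 19-24 and 21-35 (2.04 and 1.93 CPM) lay below sterile 16-6 and 19-28 (2.51 and 2.40 CPM). On the remaining contig, 19-24 (0.398 CPM) lay below sterile 16-1 (0.423 CPM). RNA-seq levels of the phased 21-nt contigs together were 10.9 to 36.0 CPM in sterile plants. Partial fertile plants 21-35 and 16-2 stood above these, at 43.6 and 37.9 CPM. Partial fertile plant 19-24 and the fertile plant lay within the sterile range, at 16.1 and 28.3 CPM.

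The 24-nt in-register tags varied 490-fold between plants. They reached 871 CPM in partial fertile plant 19-24, 84.3 CPM in sterile plant 19-23 and 75.1 CPM in partial fertile plant 16-2. In the other 5 plants, the fertile one included, they lay between 1.78 and 5.90 CPM. A single contig held 15484 of the 20764 in-register reads and 670 of the 871 CPM in plant 19-24. On the 3 contigs with p below 1e-08, the same plants stood highest, at 40.0 CPM in 19-24, 5.82 CPM in 19-23 and 4.61 CPM in 16-2. The other 5 had at most 0.313 CPM there. Over all 9 contigs, the arms did not differ when all plants were pooled (exact permutation test, two-sided, p = 0.6). Within ZOO 16 and within ZOO 19 the partial fertile plant stood above both sterile plants, at 75.1 against 3.29 and 1.78 CPM and at 871 against 84.3 and 5.90 CPM. The difference within ZOO numbers was 449 CPM (exact permutation, two-sided, p = 0.111, the smallest that 9 arrangements allow), a design in which no difference can pass 0.05. Library depth differed only 1.37-fold, far less than the tags. In the RNA-seq libraries the 8 phased contigs shorter than 1000 nt stood at 131 CPM in plant 19-24, 4.36 CPM in 19-23 and 0.862 CPM in 16-2, with 27 reads in the last, and at 3 reads or fewer in each of the other 5. The lowest of these 3 plants was 8.94 times above the highest of the other 5, and 1 in 56 choices of 3 plants would match by chance. The limit of 1000 nt was set after the contigs had been seen, so that this chance is not that of a test fixed beforehand. On these 8 contigs the match argues against carry-over of reads between small RNA libraries, which would leave the RNA-seq libraries unmarked. With the remaining contig of 1286 nt included, which holds most of the RNA-seq reads of the other plants, plant 19-24 was still the highest, at 168 CPM, but 19-23 and 16-2 lay within the range of the others, at 79.0 and 88.4 CPM.

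An open explanation is that these 3 anther samples held a few older anthers, since 24-nt phasiRNAs of maize anthers are known from stages around meiosis. No stage marker genes could be examined without gene names, so this was not tested, and a mixed sample remains open as well. The trigger miR2275 was at 1.99 plain CPM in 19-24, 1.90 in 16-2 and 1.24 in 19-23. Sterile plant 19-28 had 1.98 CPM and the remaining plants 0.0522 to 1.18 CPM, so miR2275 did not single out these 3 plants. With 40 reads or fewer in a library, it cannot decide the question. Leaving out plant 19-24 was also what raised the count of mRNA tags between the arms from 0 to 258.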
